A study of Mus musculus with 12 samples. Its data were reported in "Myeloid lineage enhancers drive oncogene synergy in CEBPA/CSF3R mutant acute myeloid leukemia" (2019).

How the data were processed

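Gene expression was measured in mouse HoxB8-ER cells, a granulocyte-macrophage progenitor line held immature by an estrogen-dependent HoxB8 protein, which differentiate towards neutrophils once estrogen is withdrawn. The 12 samples fall into 4 groups of 3: cells with empty vectors, cells with human CSF3R_T618I, cells with human CEBPA_V314VW, and cells with both mutant genes. Per the labels, transduced cells were sorted on their fluorescent markers and collected 24 hours after estrogen withdrawal, and 100 ng of total RNA per sample was labelled with the WT Plus kit and hybridised to GeneChip Clariom S Mouse arrays.

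The deposited values are log2 probe set summaries that the authors made with the RMA method (background correction, normalisation across arrays and summarisation) in Affymetrix Expression Console; neither the RMA settings nor the annotation build of the probe sets is stated. The log2 scale is also what the values show, since they run from 1.74 to 13.92 with array medians from 6.39 to 6.48. No scaling was added.

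Of the 28846 probe sets, 6640 controls were left out of the gene tests: 5222 intron controls, 1324 exon controls, 63 spiked-in ERCC controls, 23 background controls and 8 other spikes. The remaining 22206 gene probe sets were tested. Gene names came from matching the gene number in the probe set identifier with a RefSeq table (assembly GRCm38.p6), used for names and for which genes neighbour each other. A single symbol was found for 19572 probe sets, 19505 different symbols in all, and 2634 probe sets are unnamed here. For 55 symbols with more than 1 probe set, the one with the highest mean represented the gene. No coordinates are printed, because the build of the array annotation is unknown.

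All computations used R 4.3.3 and limma 3.58.1. A linear model with 1 mean per group was fitted to all 12 arrays, which share 1 estimate of the spread per probe set, with moderated variances (prior degrees of freedom 4.51, median residual SD 0.19 on the log2 scale). The contrasts were the 6 pairwise differences and the interaction, which is the CSF3R_T618I effect with CEBPA_V314VW minus the CSF3R_T618I effect without it. P-values were adjusted over all gene probe sets by the Benjamini-Hochberg method in each contrast. A probe set was called changed at an adjusted p below 0.05 and a change of at least 2-fold; counts of members of a gene list, and the words rose and fell for a named gene, use the adjusted p alone. Changes are given on the log2 scale with their standard error, and group levels as mean with standard deviation over 3 arrays.

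The comparisons, the test, 17 gene lists and the rule for naming genes were fixed before the data were examined. The lists are the study-named mature myeloid genes; primary granule genes; secondary and tertiary granule genes; mature neutrophil receptors and effectors; NADPH oxidase genes; JAK/STAT feedback and target genes; myeloid transcription factors; stem and progenitor genes; cell cycle and E2F target genes; ribosome biogenesis genes; interferon response genes; cholesterol synthesis genes; stress and immediate early genes; and markers of erythroid and megakaryocyte cells, of monocytes, macrophages and dendritic cells, of eosinophils, basophils and mast cells, and of lymphoid cells. They hold 248 different genes, of which 215 had a named probe set. Each list was tested with camera, which compares its genes with all others at a preset inter-gene correlation of 0.01, adjusted by the Benjamini-Hochberg method over all lists and all 7 contrasts, and tested again with the correlation estimated from the data. Of the first list only Nos2, Bcl6, Pla2g7 and Stfa1 had a named probe set.

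Genes were named by a rule: Cebpa, Csf3r, Hoxb8 and the genes the study names; the 10 largest rises and 10 largest falls among called probe sets for CSF3R_T618I against empty vector, CEBPA_V314VW against empty vector, both against CSF3R_T618I and the interaction; the 5 largest each way for the other comparisons; and up to 4 members of each list with the largest change per comparison. Unnamed probe sets and predicted gene models were left out of the largest changes. A gene outside the rule is named only with the words that it was chosen after its values were seen.

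Overlaps of calls between comparisons that share arrays were set beside the overlap of independent lists. Of these, the probe sets raised by CSF3R_T618I and lower with both, and those raised by CSF3R_T618I and lowered by CEBPA_V314VW, were also set beside 100 simulations drawn from the arrays' own spread; the second set of simulations was added after seeing the data. Relations between effects were computed across probe sets for pairs of comparisons that share no array. The fitting code was tested on simulated data with known changes in the contrast of CSF3R_T618I and empty vector over 22206 probe sets. It recovered 66 of 67 probe sets changed by 1.5 on the log2 scale, all 66 changed by 2.5 and 0 of 67 changed by 0.5, which lies under the fold minimum, with 0 false calls. By the adjusted p alone, as used for list members, 12 of the 67 changed by 0.5 were recovered (17.91%), so a member that did not pass may still have changed by that much. Camera called 10 of 10 shifted lists and 0 of 10 unshifted lists.

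Alternatives were an added quantile normalisation, centring each array on its median, leaving out dim probe sets (highest group mean under the 30th percentile), named probe sets alone, unmoderated variances, robust or intensity-trended moderation, array quality weights, fits of only the groups compared, the replicate letter as a block, no fold minimum, an adjusted p below 0.01, an estimated inter-gene correlation, and leaving out each array in turn. The median of the intron controls as a covariate, the omission of 2 arrays that stood apart, and median centring for the lists were added after seeing the data.

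The number of arrays limits the precision. The design text calls the samples of a group biological replicates and letters them A, B and C, without saying whether they were transduced or cultured separately, so each p-value measures the spread between these samples. Arrays sharing a letter did not pair: over the 18 same-letter pairs from different groups, correlations of the deviations from the group means ran from -0.252 to 0.169, and 4 of 12 arrays correlated best with their own letter. No 2 arrays were copies of each other.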

Results

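The arrays measured RNA levels in mouse HoxB8-ER progenitor cells, 24 hours after estrogen withdrawal started their differentiation, in 4 groups of 3 arrays: empty vector, CSF3R_T618I, CEBPA_V314VW, and both mutations together. CSF3R_T618I is an activating change next to the membrane in the receptor for granulocyte colony-stimulating factor, which signals through JAK and STAT proteins. CEBPA_V314VW alters the DNA-binding end of a transcription factor needed for granulocyte development. The series was made to ask how each mutation changes the gene programme of differentiating progenitors, and what the second one does to the programme of the first. Array medians over gene probe sets lay between 6.59 and 6.76 on the log2 scale, arrays of a group correlated at r = 0.987 to 0.995, and the number of arrays limits the precision.

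The mouse Csf3r and Cebpa probe sets were read first, although the transduced genes are human and need not be seen by mouse probes. Csf3r stood at 11.39 ± 0.09 with empty vector, 12.09 ± 0.07 with CSF3R_T618I, 10.92 ± 0.03 with CEBPA_V314VW and 11.72 ± 0.07 with both (mean ± SD of log2 values, n = 3 arrays). Cebpa stood at 11.03 ± 0.04, 10.71 ± 0.11, 12.01 ± 0.12 and 12.21 ± 0.17 in the same order, so that all 6 arrays with CEBPA_V314VW lay above all 6 without it. Whether these probe sets read the mouse genes, the human ones or both cannot be seen from the values. Hoxb8, which carries the immortalising protein's gene name, stood at 11.38 ± 0.08, 11.20 ± 0.17, 10.98 ± 0.02 and 11.13 ± 0.24 and passed no comparison.

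The 4 groups separated in a principal component plot. Component 1 held 38.96% of the variance and placed the 6 arrays with CSF3R_T618I, alone or combined, above 0 and the other 6 below 0. Component 2 held 12.98% and placed the groups without CEBPA_V314VW above 0. Replicate C of CSF3R_T618I stood apart on component 3 at -32.8, with a quality weight of 0.325 and a background control mean of 5.25. Replicate C of the combined group had the highest background control mean, 5.27, and a weight of 0.486.

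**Figure D1:**
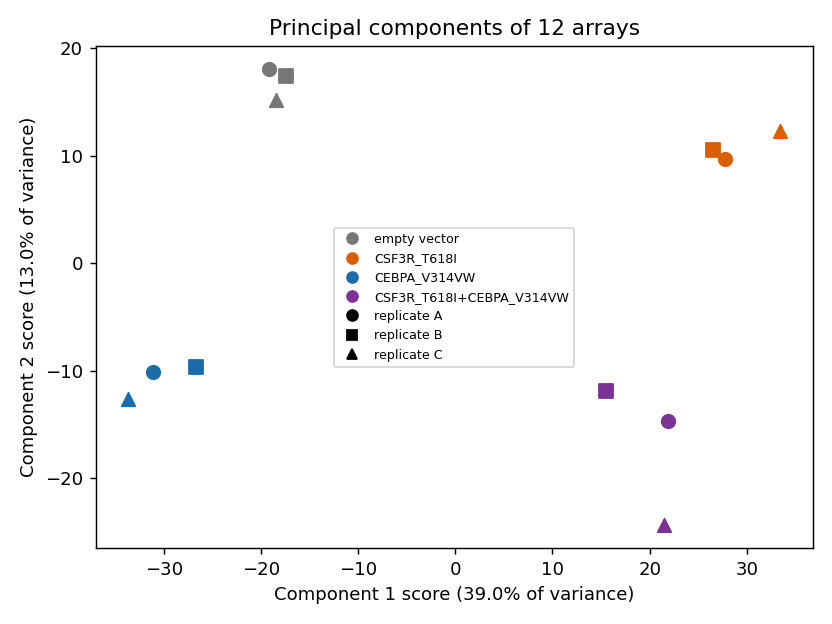
Principal components of the gene probe sets, component 1 (38.96% of the variance) on the x axis and component 2 (12.98%) on the y axis; each point is 1 array, its colour the group and its marker the replicate letter. Arrays with CSF3R_T618I lie to the right of 0 and arrays with CEBPA_V314VW below 0.

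CSF3R_T618I alone was compared with empty vector to see what the activated receptor does in differentiating progenitors. Late neutrophil genes rose and progenitor genes fell. Mmp8, the neutrophil collagenase, was 32.9-fold higher (log2 change 5.04 ± 0.12 SE, n = 3 against 3, adjusted p = 2.7e-10), and the decoy interleukin-1 receptor Il1r2 was 19.2-fold higher (4.26 ± 0.15, adjusted p = 6.3e-09). Nos2, the inducible nitric oxide synthase, went from 5.06 ± 0.45, a level within the background control means of 4.98 to 5.27, to 9.48 ± 0.07. The 21.4-fold rise is thus a difference from background and its true size is not known. The endothelial lipase gene Lipg rose 24.3-fold and the chemokine receptor gene Cxcr2 9.14-fold. The stem cell factor receptor gene Kit fell from 11.54 ± 0.14 to 9.86 ± 0.04 and the surface marker gene Cd34 from 11.46 ± 0.08 to 10.08 ± 0.29.

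The list of mature neutrophil receptors and effectors had the largest median change. Of its 20 measured members 18 rose, 0 fell and 2 did not pass (18 adjusted over the list alone), with a median log2 change of 1.97 (adjusted p = 3.2e-37 by camera, and adjusted p = 0.00235 with an estimated correlation). Besides Il1r2 and Cxcr2, the resistin-like gene Retnlg rose by 3.71 ± 0.18 and the calprotectin gene S100a8 was 6.24-fold higher. Of 14 secondary and tertiary granule genes 7 rose, 0 fell and 7 did not pass (10 adjusted over the list alone), with adjusted p = 0.0115 with an estimated correlation. They include Mmp8, the gelatinase gene Mmp9 (3.40 ± 0.22), the neutrophil surface gene Cd177 (2.63 ± 0.12) and Itgb2l (1.68 ± 0.12). Among 5 measured genes of the NADPH oxidase, which makes superoxide in phagocytes, 4 rose (5 adjusted over the list alone, and adjusted p = 0.0133 with an estimated correlation), with Cybb 6.96-fold higher and Cyba 1.63-fold higher. The 8 primary granule genes, made at the earlier promyelocyte stage, did not pass as single genes (adjusted over the list alone 1 rose and 1 fell) or as a list (adjusted p = 0.834). Elane, the neutrophil elastase gene, stood at 13.18 ± 0.04 and 13.36 ± 0.01. The list mean with empty vector, 12.37, lay above the 95th percentile of gene probe sets (10.81), where a rise may not be seen in full.

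Genes of cytokine receptor signalling rose as well. Of 15 JAK/STAT feedback and target genes 12 rose, 0 fell and 3 did not pass (adjusted over the list alone 14 rose and 1 fell), with adjusted p = 0.00235 with an estimated correlation. The interleukin-4 receptor gene Il4ra rose by 2.47 ± 0.09, the cytokine gene Osm by 1.74 ± 0.20, Bcl3 by 1.69 ± 0.16 and the feedback inhibitor genes Socs3 and Cish by 1.36 ± 0.10 and 2.53-fold. Of 12 stress and immediate early genes 6 rose (7 adjusted over the list alone, where 1 fell), among them Egr1 by 2.62 ± 0.22 and Fos by 1.07 ± 0.21 (adjusted p = 0.0118 with an estimated correlation). This list also holds genes that respond to handling of cells. All 4 measured study-named genes rose (4 adjusted over the list alone), Nos2, Stfa1 (1.85 ± 0.13), Pla2g7 (0.96 ± 0.14) and Bcl6 (0.85 ± 0.14), but the study chose them in part on these arrays, so their list is not independent evidence.

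The genes that fell were led by the angiopoietin gene Angpt1, 5.7-fold lower (log2 change -2.51 ± 0.21, adjusted p = 6.7e-06), and the melanocortin receptor gene Mc5r, 5.5-fold lower. The cyclin gene Ccnd2 fell by 1.84 ± 0.12 on the log2 scale, the Toll-like receptor relative Cd180 by 1.99 ± 0.13 and the ficolin gene Fcnb by 2.06 ± 0.23. Of 19 stem and progenitor genes 8 fell, 0 rose and 11 did not pass (12 adjusted over the list alone), with adjusted p = 0.00598 with an estimated correlation. They include Kit, Cd34, the adhesion receptor gene Adgrg1 (-1.60 ± 0.12), the survival gene Bcl2 (-1.31 ± 0.15) and the transcription factor gene Myb (-0.56 ± 0.09, adjusted p = 0.0013). E2f2, a cell cycle transcription factor gene, rose by 1.94 ± 0.13, and the cyclin gene Ccne1 was 1.6-fold higher.

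In all, 379 of 22206 probe sets were called in CSF3R_T618I minus empty vector (limma, Benjamini-Hochberg), 302 higher and 77 lower, with 34 of them unnamed here. In 378 of the 379 the 2 groups did not overlap. Chance separates 10% of unselected probe sets, and in called ones separation follows largely from how they were chosen. In every list called in a pairwise comparison, the list mean of all 3 arrays of one group lay beyond the 3 of the other. It did so in some lists that were not called, too. In this comparison these included the myeloid transcription factors and the monocyte and lymphoid markers, so the separation adds no support to a call. Mcpt1 (6.00 ± 0.34), Sirpb1c (4.72 ± 0.31), Serpinb2 (4.52 ± 0.25), Serpinb9e (4.12 ± 0.20), Ifitm6 (4.42 ± 0.30) and Csta3 (3.77 ± 0.16) were also among the 10 largest rises. Their values, like those of Stfa, Cstdc, Chil, Ifi209, Ifi211 and other Mcpt and Serpinb genes, are uncertain because related copies may be read together. For Mcpt1, Sirpb1c, Serpinb2 and Serpinb9e the level with empty vector (3.63, 5.12, 5.20 and 4.15) was also no higher than the background controls, so the size of their rises is not known.

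Weaker list results came from the same comparison. The 11 ribosome biogenesis genes all had negative changes, with a median of -0.18 (adjusted p = 0.00306, and adjusted p = 0.165 with an estimated correlation). Of them 1 fell, Polr1b (2 adjusted over the list alone), a call lost without empty vector replicate B (0.0506) or C (0.0735) or CSF3R_T618I replicate A (0.0578) or C (0.056), over a range of 0.00188 to 0.0735. The cell cycle list passed at a median of 0.04, with 3 of 23 genes rising (3 adjusted over the list alone, adjusted p = 0.0476, and adjusted p = 0.289 with an estimated correlation). That call was lost without empty vector replicate B (0.0785), CSF3R_T618I replicate A (0.192) or B (0.107), CEBPA_V314VW replicate B (0.0543) or C (0.051), or replicate A (0.0502) or B (0.0522) of the combined group, over a range of 0.00297 to 0.289 in all alternatives. It was also lost with the replicate letter as a block, median centring or dim probe sets left out. The interferon response list passed with 2 of 15 genes rising, among them Oas2 (1.05 ± 0.14), or 4 adjusted over the list alone, but 1 of 15 without empty vector replicate A or C or CSF3R_T618I replicate C (adjusted p = 0.0367, and adjusted p = 0.0936 with an estimated correlation). Its call was lost without empty vector replicate B (0.0772) or CSF3R_T618I replicate A (0.091) or C (0.057), over a range of 0.0151 to 0.0936. It was also lost with quantile normalisation or without the 2 arrays that stood apart.

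Markers of other cell types gave no called list here. Of 12 erythroid and megakaryocyte markers the carbonic anhydrase gene Car2 fell by 1.66 ± 0.26 (1 of 12, or 2 without CSF3R_T618I replicate C, and 1 adjusted over the list alone, list adjusted p = 0.863). Of 13 monocyte, macrophage and dendritic markers 3 rose and 1 fell, the same counts as adjusted over the list alone. They were the macrophage receptor gene Csf1r (1.32 ± 0.22), Adgre1 (1.02 ± 0.12), the clotting factor gene F13a1 (0.73 ± 0.11) and Ly6c2 (-1.10 ± 0.19); the list median was -0.03, its mean 0.14 and its test pointed up without passing (adjusted p = 0.222). Among 15 eosinophil, basophil and mast cell markers 1 rose and 2 fell (1 and 3 adjusted over the list alone), with median 0.02, mean -0.08 and a test that did not pass (adjusted p = 0.549). These 3 calls are not firm. Of them 0 were left without empty vector replicate A, B or C or CSF3R_T618I replicate C, 1 rose and 1 fell without CSF3R_T618I replicate A, and 0 rose without B. Of 10 lymphoid markers the interleukin-7 receptor gene Il7r rose by 2.10 ± 0.22 from a level at background (1 of 10, and 1 adjusted over the list alone, list adjusted p = 0.403). The 9 cholesterol synthesis genes did not pass as single genes, nor adjusted over the list alone, and their list had adjusted p = 0.176, or 0.0163 without CSF3R_T618I replicate C. The 13 myeloid transcription factors had 3 rises, Klf5 (1.23 ± 0.21, from a level at background) and Bcl6 among them, and a list adjusted p of 0.288 (adjusted over the list alone 4 rose and 3 fell).

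**Figure D2:**
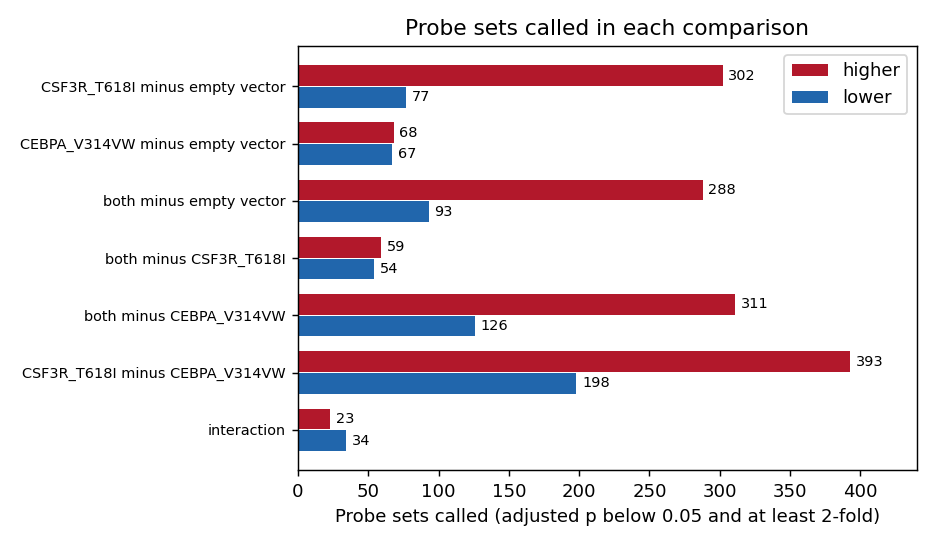
Number of probe sets called higher and lower (x axis, of 22206 tested) in each of the 6 pairwise comparisons and the interaction. A call needs an adjusted p below 0.05 and at least 2-fold. The bars run from 23 called higher for the interaction to 393 called higher for CSF3R_T618I minus CEBPA_V314VW.

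CEBPA_V314VW alone was compared with empty vector to see what the altered transcription factor does without the activated receptor. Late neutrophil genes were lower and a different set of genes rose. Stfa1, a stefin gene of mature neutrophils, fell from 9.99 ± 0.07 to 6.64 ± 0.21, 10.2-fold lower (adjusted p = 1.8e-08), and the granule gene Ngp was 10.1-fold lower. The calprotectin genes S100a8 and S100a9 were 5.26-fold and 5.12-fold lower, and Cybb, the oxidase's large subunit, was 4.16-fold lower. Mmp8 went the other way and was 56.9-fold higher (12.18 ± 0.08 against 6.35 ± 0.12).

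Of the 20 mature neutrophil genes 3 rose, 10 fell and 7 did not pass (4 and 12 adjusted over the list alone), with adjusted p = 0.017 with an estimated correlation. Stfa2l1 (-3.63 ± 0.23), Stfa2 (-3.60 ± 0.26) and Cxcr2 (2.14-fold lower) were among those that fell. In the 14 secondary and tertiary granule genes 2 rose and 8 fell (3 and 9 adjusted over the list alone), with adjusted p = 0.0493 with an estimated correlation. The lactoferrin gene Ltf fell by 1.79 ± 0.21, while Chil3 (1.36 ± 0.23) and Mmp8 were the ones that rose. The primary granule list was lower too: Elane fell by 1.02 ± 0.11 and the cystatin gene Cst7 by 0.66 ± 0.10, and 3 of 8 members fell (3 adjusted over the list alone, and adjusted p = 0.0375 with an estimated correlation). With 1 array left out 2 to 3 of them fell, and Ms4a3 lost its call without any 1 empty vector array. Of the 5 oxidase genes Cybb fell and 4 did not pass (3 fell adjusted over the list alone, and adjusted p = 0.0154 with an estimated correlation), and 2 fell without replicate C of CSF3R_T618I or of the combined group. Among the study-named genes Stfa1 fell and Bcl6 and Pla2g7 did not pass (2 fell adjusted over the list alone, and adjusted p = 0.0154 with an estimated correlation). Nos2 was at background in both groups (5.06 and 4.85), so a fall could not have been seen. That list is not independent evidence.

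The stem and progenitor list moved up: 16 of 19 members had positive changes with a median of 0.22, and 1 passed as a single gene (1 adjusted over the list alone, and adjusted p = 0.0384 with an estimated correlation). That gene, Sox4, lost its call without empty vector replicate A (0.0804) or C (0.0646) or CEBPA_V314VW replicate A (0.0844) or C (0.0608), and with the intron control covariate, over a range of 0.0018 to 0.0844. Flt3 stood at 5.83 ± 0.24 with empty vector and 6.45 ± 0.38 with CEBPA_V314VW, and Myb at 12.70 ± 0.02 and 12.86 ± 0.04. Neither passed (adjusted p = 0.33 for Flt3 and 0.65 for Myb). Myb lay above the 95th percentile of gene probe sets (10.81), where a rise may not be seen in full. Of the 13 myeloid transcription factor genes Cebpa rose by 0.98 ± 0.12 and 3 fell, Cebpe (2-fold lower), Cebpd (-0.82 ± 0.12) and Gfi1 (-0.74 ± 0.10), which all serve granulocyte differentiation (2 rose and 4 fell adjusted over the list alone, list adjusted p = 0.0978). Csf3r was lower by -0.47 ± 0.10 (adjusted p = 0.0204), a call lost without any 1 of the 3 empty vector or 3 CEBPA_V314VW arrays (adjusted p = 0.052 to 0.1, over a range of 0.00023 to 0.1 in all alternatives). It was also lost with the replicate letter as a block, in a fit of the 2 groups alone and with the intron control covariate.

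Other large rises were the interleukin-17 receptor gene Il17rb, 16.6-fold (4.05 ± 0.20), the inhibitory receptor gene Havcr2, 10.2-fold (3.35 ± 0.21), the signalling inhibitor gene Socs2, 8.46-fold (3.08 ± 0.15), the endocytosis scaffold gene Itsn1, 6.48-fold, and the fibronectin gene Fn1, 4.94-fold. The interferon-inducible genes Ifi211 and Ifi209 rose by 2.52 ± 0.15 and 2.43 ± 0.23, while the interferon response list had 15 of 15 genes that did not pass, 0 adjusted over the list alone, a median of -0.05, a mean of -0.00182 and a test that pointed up without passing (adjusted p = 0.929). The JAK/STAT list had 2 rises, Socs2 and Il6ra (0.84 ± 0.13), and 2 falls, Bcl3 (-1.02 ± 0.16) and Cebpd (3 and 3 adjusted over the list alone; list median -0.02, mean 0.12, and a test that pointed down without passing, adjusted p = 0.976). Hmgcs1, of cholesterol synthesis, rose by 0.82 ± 0.12 as 1 of 9 (1 adjusted over the list alone, list adjusted p = 0.923). The cell cycle list had a median of -0.01 and did not pass (adjusted p = 0.459). Markers of other cell types gave no called list. Of 15 eosinophil, basophil and mast cell markers 10 had negative changes, 1 rose and 1 fell (1 and 3 adjusted over the list alone), and the list pointed down without passing (adjusted p = 0.0656, over a range of 0.0315 to 0.286). It passed without CEBPA_V314VW replicate A (0.048) or C (0.0435), without replicate C of the combined group (0.0451), without the 2 arrays that stood apart, and with dim probe sets left out (0.0315). The rise was lost without replicate A or C of empty vector or of CEBPA_V314VW, and 2 fell without replicate B of the combined group. The lymphoid list had 0 of 10 passing (0 adjusted over the list alone, list adjusted p = 0.137, or 0.0266 without CEBPA_V314VW replicate A, over a range of 0.0266 to 0.385). The erythroid and megakaryocyte list (adjusted p = 0.704) and the monocyte, macrophage and dendritic list (0.825) did not pass. In all, 135 probe sets were called, 68 higher and 67 lower. The levels of Havcr2, Ifi211 and Ifi209 with empty vector (4.73, 4.13 and 4.49) were no higher than the background controls, so the size of their rises is not known.

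**Figure D3:**
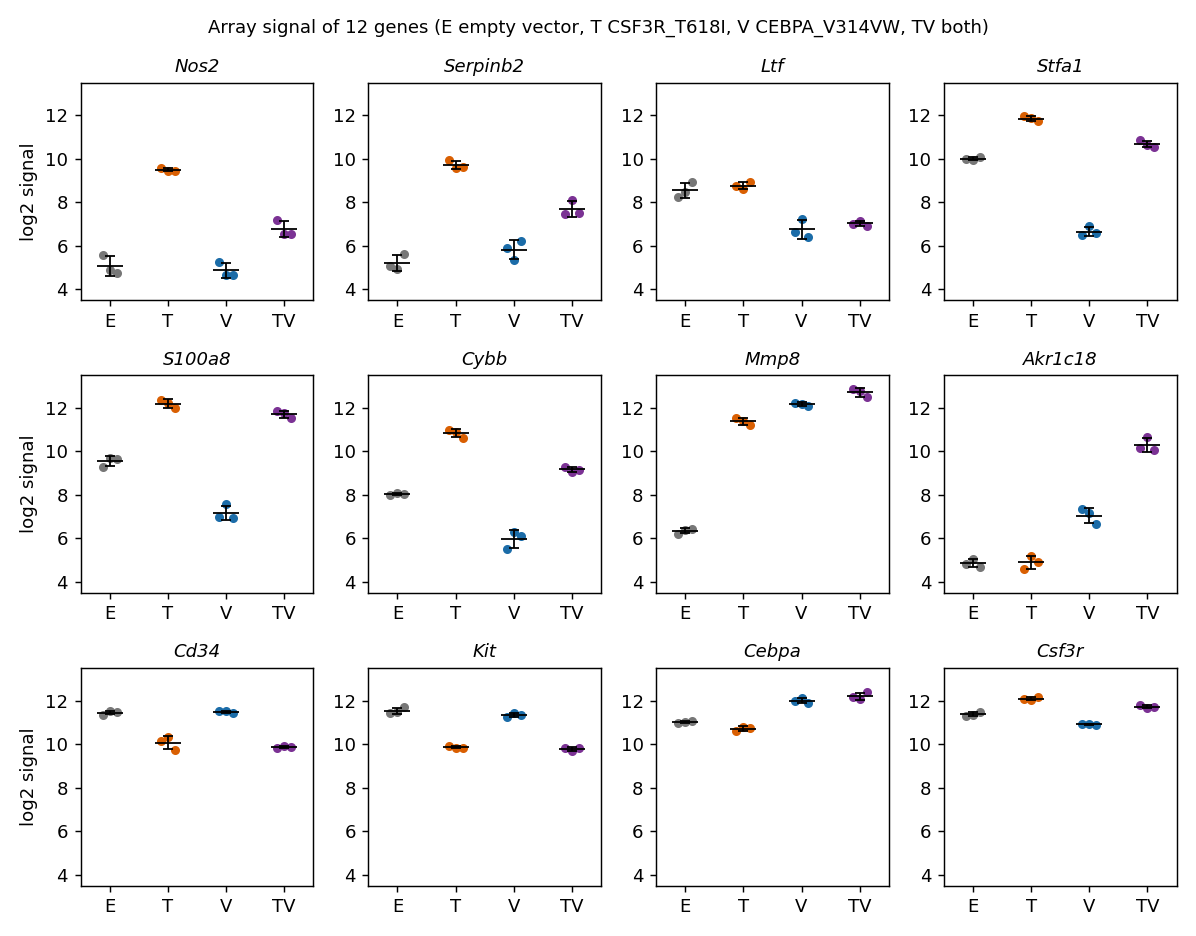
Log2 level (y axis) of 12 named genes in the 4 groups; each point is 1 array and the black mark and bars are the mean ± SD of 3 arrays. Nos2 stands at 9.48 with CSF3R_T618I alone and 6.75 with both mutations, and Akr1c18 at 4.90 and 10.29.

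Both mutations were compared with CSF3R_T618I alone, the contrast that asks what CEBPA_V314VW does to cells with the activated receptor. Part of the genes that CSF3R_T618I had raised were lower when both mutations were present. Nos2 fell by 2.74 ± 0.24 on the log2 scale, 6.67-fold lower (adjusted p = 5.4e-05), and Retnlg was 4.9-fold lower. Cybb was 3.17-fold lower (10.84 ± 0.18 against 9.17 ± 0.13), Ltf 3.3-fold and Stfa1 2.25-fold. Akr1c18, a steroid-metabolising reductase gene, rose from 4.90 ± 0.29, under the background control means of 4.98 to 5.27, to 10.29 ± 0.31. The 42.2-fold rise is thus a difference from background. Chil3 rose 9.6-fold.

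Of the 20 mature neutrophil genes 0 rose, 6 fell and 14 did not pass (1 and 13 adjusted over the list alone), with a median of -0.52 and adjusted p = 0.0226 with an estimated correlation. Retnlg and Il1r2 (-1.07 ± 0.15) fell, while S100a9 stood at 12.60 ± 0.07 and 12.34 ± 0.22 and did not pass. In the oxidase list Cybb fell and 4 did not pass (2 fell adjusted over the list alone, and adjusted p = 0.0348 with an estimated correlation). Of the 4 study-named genes Nos2 and Stfa1 fell; Bcl6 stood at 8.62 ± 0.06 and 8.36 ± 0.14 and Pla2g7 at 6.56 ± 0.10 and 6.90 ± 0.15, and neither passed (adjusted p = 0.59 and 0.44). Adjusted over the list alone 1 rose and 2 fell, with adjusted p = 0.0189 with an estimated correlation, and the list is not independent evidence.

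Secondary granule genes moved both ways: 6 fell, among them Ngp (-1.99 ± 0.24), Ltf and Mmp9 (2.3-fold lower), and 2 rose, Chil3 and Mmp8 (1.33 ± 0.12), with 2 rising and 8 falling adjusted over the list alone (adjusted p = 3.5e-05, and adjusted p = 0.095 with an estimated correlation). All 11 ribosome biogenesis genes had positive changes with a median of 0.17, and 0 passed singly (1 adjusted over the list alone, adjusted p = 0.000107, and adjusted p = 0.0884 with an estimated correlation). The 19 stem and progenitor genes did not pass as single genes, nor adjusted over the list alone, and their list had adjusted p = 0.11, or 0.0395 without replicate A of the combined group. Kit stood at 9.86 ± 0.04 and 9.78 ± 0.07, Cd34 at 10.08 ± 0.29 and 9.87 ± 0.03, and Myb at 12.14 ± 0.02 and 12.42 ± 0.05. E2f2 stood at 11.43 ± 0.03 and 11.14 ± 0.02 and did not pass.

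In the JAK/STAT list Socs2 rose (1.18 ± 0.15) and Cish (-0.94 ± 0.14) and Cebpd (-0.69 ± 0.12, adjusted p = 0.00827) fell, Cebpd not in a fit of the 2 groups alone (0.102, the highest of a range from 0.000251). Of its 15 members 12 did not pass (2 and 6 adjusted over the list alone, adjusted p = 0.0265, and adjusted p = 0.111 with an estimated correlation). Its call was lost without CSF3R_T618I replicate A (0.145) or replicate B of the combined group (0.0866), over a range of 0.00493 to 0.145. In the stress list Dusp1 (-0.80 ± 0.14, adjusted p = 0.0124) was the 1 of 12 that fell, a call lost without CSF3R_T618I replicate A (0.0602) or replicate B of the combined group (0.051), over a range of 0.00114 to 0.0904, and also without the 2 arrays that stood apart (3 adjusted over the list alone, list adjusted p = 0.0395, and adjusted p = 0.111 with an estimated correlation). The list's call was lost without CSF3R_T618I replicate A (0.0576) or C (0.123) or replicate A (0.0863) or B (0.0971) of the combined group, over a range of 0.024 to 0.123. It was also lost with dim probe sets or the 2 arrays that stood apart left out. With all 12 arrays, markers of other cell types gave no called list. Of 15 eosinophil, basophil and mast cell markers 12 had negative changes and 2 fell, or 0 to 2 with 1 array left out. Adjusted over the list alone 1 rose and 4 fell, and the list pointed down without passing (adjusted p = 0.0751 by camera). The cell cycle list pointed down without passing either (adjusted p = 0.0911 by camera).

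Other genes that rose with both mutations were Il17rb (2.71 ± 0.20), Itsn1 (3.02 ± 0.17), the lipoxygenase gene Alox15 (2.36 ± 0.20), the clotting factor gene F7 (2.55 ± 0.19), Teddm3 (2.27 ± 0.21), Tsc22d1 (2.09 ± 0.19) and the choline dehydrogenase gene Chdh (2.00 ± 0.11). Teddm3 rose from 4.66 and Il17rb from 4.99, no higher than the background controls, so the size of these 2 rises is not known. Serpinb10 (-2.75 ± 0.15), Mcpt1 (-2.57 ± 0.34), Csta3 (-2.18 ± 0.16), Serpinb2 (-2.03 ± 0.25) and Stfa3 (-1.81 ± 0.18) fell. In all, 113 probe sets were called, 59 higher and 54 lower. Of the 302 probe sets called higher with CSF3R_T618I alone, 38 (12.6%) were called lower with both mutations, including Nos2, Cybb, Retnlg, Mmp9, Itgb2l, Il1r2 and Stfa1. Independent lists would share 0.734, and 100 simulations with no CEBPA_V314VW effect on these arrays shared at most 0. Such simulations hold no true falls, so they cannot show how much overlap shared arrays make where falls are real. The 2 comparisons share the CSF3R_T618I arrays. A lower level with both does not by itself mean a weaker CSF3R_T618I effect. Of all probe sets called lower here, 6 had an interaction called below 0, Nos2 among them, and 3 above 0, Stfa1 among them. For Cybb, Retnlg, Mmp9, Itgb2l and Il1r2 the interaction was not called.

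Both mutations against CEBPA_V314VW alone showed the CSF3R_T618I programme in the other background. Lipg rose by 5.61 ± 0.16 on the log2 scale, S100a8 by 4.55 ± 0.18, S100a9 by 4.48 ± 0.30 and Stfa1 by 4.03 ± 0.13. Cybb rose by 3.19 ± 0.18, Mmp9 by 3.06 ± 0.22, Il4ra by 2.27 ± 0.09, E2f2 by 1.90 ± 0.13 and Nos2 by 1.89 ± 0.24, for Nos2 from a level under the background controls (4.85), so that its size is not known. Angpt1 (-2.71 ± 0.21), Fn1 (-2.66 ± 0.15), Rgs7bp (-2.39 ± 0.14), Cd34 (-1.62 ± 0.13), Kit (-1.57 ± 0.10) and Adgrg1 (-1.55 ± 0.12) fell. Of the 20 mature neutrophil genes 16 rose and 0 fell (18 adjusted over the list alone), of 14 secondary granule genes 11 rose (11 adjusted over the list alone), of 15 JAK/STAT genes 10 rose and Socs2 fell (13 and 2 adjusted over the list alone), and of 19 stem and progenitor genes 10 fell (15 adjusted over the list alone). These lists passed with an estimated correlation (adjusted p = 0.00235, 0.00691, 0.00235 and 0.00281), as did the oxidase (0.0115), stress (0.0102) and study-named lists (0.00235, not independent evidence).

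Among 13 myeloid transcription factors Klf5 (1.26 ± 0.21, from 4.68, under the background controls), Bcl6 (1.03 ± 0.14), Cebpe (0.63 ± 0.11) and Cebpd (0.63 ± 0.12) rose (5 rose and 1 fell adjusted over the list alone, adjusted p = 0.00136, and adjusted p = 0.0515 with an estimated correlation). The interferon list had 1 of 15 rising (2 adjusted over the list alone, adjusted p = 0.0226, and adjusted p = 0.0734 with an estimated correlation), with 0 rising without replicate A or C of the combined group and 2 without CSF3R_T618I replicate C. The list's call was lost with dim probe sets left out (0.0762, the highest of a range from 0.0163). Cholesterol synthesis had 2 of 9 rising (3 adjusted over the list alone, adjusted p = 0.0128, and adjusted p = 0.268 with an estimated correlation), a call lost without CEBPA_V314VW replicate B (0.122) or replicate B of the combined group (0.0681), over a range of 0.00393 to 0.268. Its 2 rises, Mvd and Fdft1, were both lost without CEBPA_V314VW replicate A (0.0688 and 0.0502) or replicate C of the combined group (0.084 and 0.0674), over ranges of 0.00301 to 0.084 and 0.00257 to 0.0775. Of the 2, 1 was lost without any 1 of the other 4 arrays compared. The comparison called 437 probe sets, 311 higher and 126 lower.

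Both mutations against empty vector gives the net state of the doubly transduced cells. Mmp8 rose by 6.37 ± 0.12, Lipg by 5.52 ± 0.16, Akr1c18 by 5.43 ± 0.21, Chil3 by 3.99 ± 0.23 and Il1r2 by 3.19 ± 0.15. Angpt1 (-2.96 ± 0.21), Fcnb (-2.67 ± 0.23), the phosphodiesterase gene Pde2a (-2.31 ± 0.17), Kit (-1.75 ± 0.10) and Cd34 (-1.58 ± 0.13) fell. Nos2 (1.69 ± 0.24) and Stfa1 (0.68 ± 0.13) stayed above empty vector. For Akr1c18 and Nos2 the empty vector level (4.86 and 5.06) was no higher than the background controls, so the size of these rises is not known. Mature neutrophil genes had 15 of 20 rising (17 adjusted over the list alone, and adjusted p = 0.00252 with an estimated correlation), JAK/STAT genes 9 of 15 (12, and 1 falling, adjusted over the list alone, with 0.00235), stress genes 2 of 12, or 4 without CSF3R_T618I replicate C and 5 without CEBPA_V314VW replicate B (6, and 1 falling, adjusted over the list alone, with 0.0295), study-named genes 4 of 4 (0.00467, not independent evidence), and stem and progenitor genes 6 of 19 falling (11 adjusted over the list alone, with 0.0103). With 1 array left out 3 to 4 study-named genes rose, and Bcl6 lost its call without any 1 empty vector array.

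The secondary granule list, with 6 rises and 3 falls (8 and 4 adjusted over the list alone), passed at adjusted p = 6.1e-05 but at adjusted p = 0.105 with an estimated correlation. The same held for the oxidase list (2 of 5 rose, or 1 without empty vector replicate B or replicate A of the combined group, 3 adjusted over the list alone, adjusted p = 0.00259, and adjusted p = 0.092 with an estimated correlation), interferon response (1 of 15 rose, 2 adjusted over the list alone, 0.0126, and adjusted p = 0.0549 with an estimated correlation), cholesterol synthesis (2 of 9 rose, or 1 without any 1 array but CSF3R_T618I replicates A and C and replicate B of the combined group, 2 adjusted over the list alone, 0.0039, and adjusted p = 0.204 with an estimated correlation) and eosinophil, basophil and mast cell markers, which pointed down (0.0287, and adjusted p = 0.116 with an estimated correlation). In that last list the mast cell carboxypeptidase gene Cpa3 fell by 0.85 ± 0.16 and 2 of 15 members fell in all (2 adjusted over the list alone). The cell cycle list had a median of -0.04, a mean of 0.08 and a test that pointed up without passing (adjusted p = 0.386). This comparison called 381 probe sets, 288 higher and 93 lower.

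The single mutations were furthest apart when set against each other. Stfa2 was 6.27 ± 0.26 higher on the log2 scale with CSF3R_T618I than with CEBPA_V314VW, Retnlg 5.75 ± 0.18, S100a8 5.04 ± 0.18, Cybb 4.86 ± 0.18 and Nos2 4.63 ± 0.24. Il17rb (-4.99 ± 0.20), Havcr2 (-3.36 ± 0.21), Itsn1 (-3.29 ± 0.17), Chdh (-3.19 ± 0.11) and the kinase inhibitor gene Pik3ip1 (-2.92 ± 0.13) were lower. The lower level was no higher than the background controls for Retnlg (4.61) and Nos2 (4.85) with CEBPA_V314VW and for Il17rb (4.99) and Havcr2 (4.73) with CSF3R_T618I, so the size of these differences is not known. Of the 19 stem and progenitor genes 14 were lower with CSF3R_T618I (14 adjusted over the list alone), including the Ikaros family gene Ikzf2 (-1.56 ± 0.12), Sox4 (-1.44 ± 0.14) and Myb (-0.72 ± 0.09). Of the 20 mature neutrophil genes 16 were higher and 1 lower (17 and 1 adjusted over the list alone), and all 5 oxidase genes were higher (5 adjusted over the list alone). The 7 lists that passed with an estimated correlation were the mature neutrophil (adjusted p = 0.00252), secondary granule (0.0118), oxidase (0.00879), JAK/STAT (0.00252), stress (0.00717), stem and progenitor (0.00327) and study-named lists (0.00235, not independent evidence).

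Ribosome biogenesis genes were lower in 4 of 11 members (4 adjusted over the list alone), Polr1b (-0.66 ± 0.10) among them (list adjusted p = 0.000217, and adjusted p = 0.095 with an estimated correlation). The other 3 were lost without CSF3R_T618I replicate B (Fbl 0.113, Nolc1 0.0971, Rrp9 0.159) or CEBPA_V314VW replicate A (0.105, 0.0588, 0.0744) or C (0.184, 0.14, 0.187), over ranges of 0.00325 to 0.184, 0.00652 to 0.14 and 0.00734 to 0.187. Only 2 of the 4 were left without empty vector replicate A or B, CSF3R_T618I replicate A or C, or replicate B or C of the combined group. The primary granule list, led by Elane (1.21 ± 0.11), passed (adjusted p = 0.0384, and adjusted p = 0.191 with an estimated correlation), but not without CSF3R_T618I replicate A (0.091) or B (0.0603) or CEBPA_V314VW replicate B (0.0697), over a range of 0.0163 to 0.191, nor with dim probe sets left out. The cell cycle list passed (adjusted p = 0.0373, and adjusted p = 0.275 with an estimated correlation), but not without CSF3R_T618I replicate A (0.133) or B (0.0782) or CEBPA_V314VW replicate B (0.162), over a range of 0.00361 to 0.275, nor with median centring or dim probe sets left out. Markers of other cell types gave no called list. Of 15 eosinophil, basophil and mast cell markers 4 were higher and 3 lower, or 1 to 5 and 1 to 3 with 1 array left out (adjusted p = 0.428 by camera). Of 12 erythroid and megakaryocyte markers 2 were lower (0.657). Among 13 monocyte, macrophage and dendritic markers 2 were higher and 2 lower (0.654). The lymphoid list had 1 of 10 higher (0.923). The comparison called 591 probe sets, 393 higher and 198 lower. Of the 302 probe sets called higher with CSF3R_T618I against empty vector, 36 (11.9%) were called lower with CEBPA_V314VW against empty vector, where independent lists would share 0.911. Those 2 comparisons share the empty vector arrays, and 100 simulations with CEBPA_V314VW equal to empty vector shared at most 0. These simulations hold no true falls either, so they leave open how much of the overlap the shared arrays make.

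**Figure D4:**
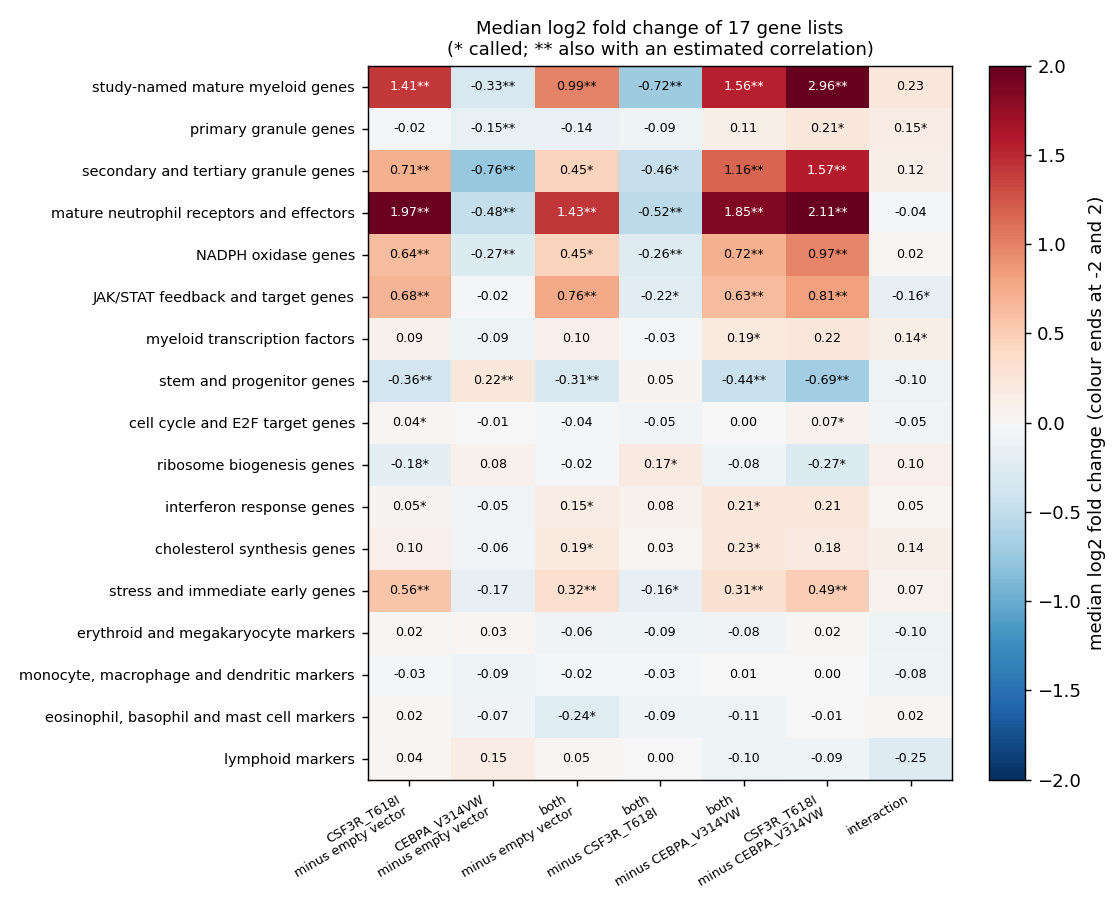
Median log2 fold change (colour) of the 17 gene lists (vertical axis) in the 7 comparisons (horizontal axis); 1 star marks an adjusted p below 0.05 by camera and 2 stars a list that also passes with an estimated correlation. The mature neutrophil list has a median of 1.97 in CSF3R_T618I minus empty vector, -0.48 in CEBPA_V314VW minus empty vector and -0.52 in both minus CSF3R_T618I.

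How far each effect was kept in the other background was described across probe sets, which are not independent replicates, using pairs of comparisons that share no array. The CSF3R_T618I effect without and with CEBPA_V314VW had Pearson r = 0.72 (Spearman rho 0.468, slope 0.749) over all 22206 probe sets, and r = 0.878 with a slope of 0.873 over the 379 called without it. Of the 302 called higher, 236 (78.1%) were called higher again, among them Il4ra, E2f2, S100a8 and Lipg, and of the 77 called lower, 52 (67.5%), among them Kit, Cd34 and Angpt1. The CEBPA_V314VW effect without and with CSF3R_T618I had r = 0.391 (rho 0.233, slope 0.379), and r = 0.786 with a slope of 0.515 over the 135 called without it. For CEBPA_V314VW, 24 of 68 higher and 24 of 67 lower calls recurred, Il17rb, Itsn1, Ltf and Ngp among them, and 0 turned round. Choosing probe sets by the first effect pulls the slope down, and the spread between arrays lowers r and the share that recur. CEBPA_V314VW changed fewer probe sets, so its lower values do not by themselves show that its effect was less kept. With dim probe sets left out the 2 values of r were 0.794 and 0.490.

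**Figure D5:**
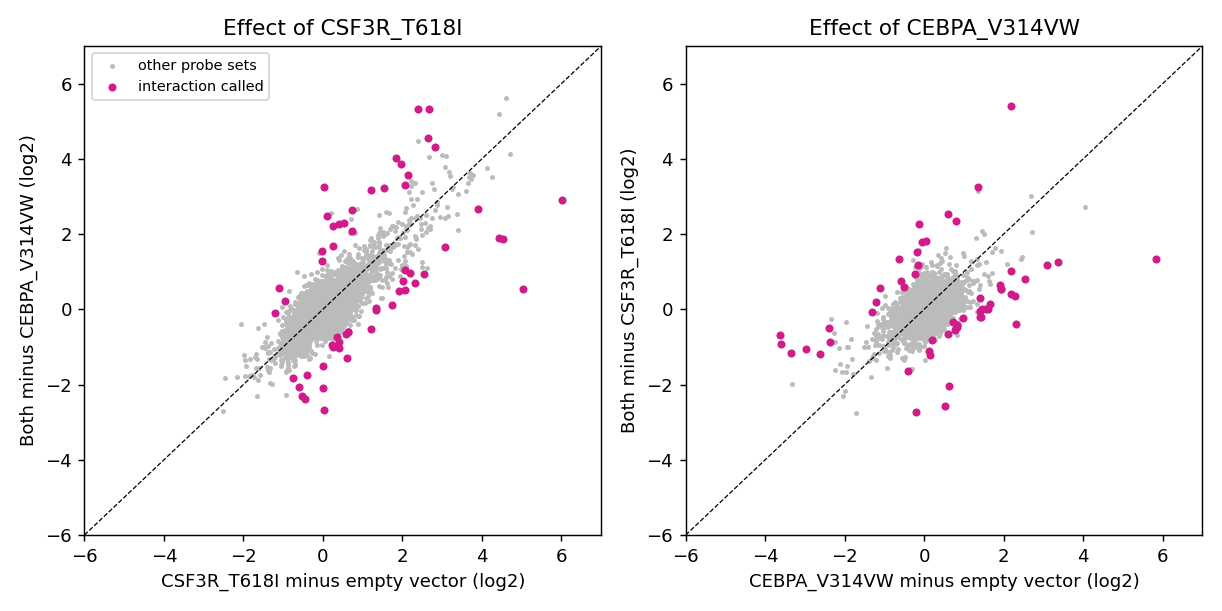
Log2 effect of one mutation without (x axis) and with (y axis) the other, CSF3R_T618I at left and CEBPA_V314VW at right; each point is 1 of 22206 probe sets, magenta marks the 57 called for the interaction, and the dashed line marks equal effects. Pearson r is 0.72 at left and 0.391 at right.

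The interaction tested directly whether the CSF3R_T618I effect differed with CEBPA_V314VW present. It was called for 57 probe sets, 23 above 0 and 34 below 0. Mmp8 had the largest value below 0 (-4.50 ± 0.18, adjusted p = 8.1e-08): each single mutation raised it, to 11.39 ± 0.15 and 12.18 ± 0.08, and with both it stood at 12.72 ± 0.19. The 2 single rises (5.04 and 5.83) added to the empty vector level of 6.35 would exceed 13.92, the highest value on any array, so this interaction stays open to a signal ceiling. Fn1 (-2.69 ± 0.21), Rgs7bp (-1.94 ± 0.20), Socs2 (-1.90 ± 0.21) and Ifi211 (-1.73 ± 0.21) were also below 0. Fn1 was high with CEBPA_V314VW alone (8.39 ± 0.25) and stood at 5.73 ± 0.27 with both. Nos2 (-2.53 ± 0.34), Serpinb2 (-2.65 ± 0.35) and Havcr2 (-2.10 ± 0.29) were below 0 in the moderated test (adjusted p = 0.0053, 0.0051 and 0.00721) and lost their calls with unmoderated variances, where adjusted p was highest (0.0848, 0.0848 and 0.0952; lowest over the alternatives 0.000178, 0.000106 and 0.000643). Akr1c18 (3.21 ± 0.30), Stfa2l1 (2.94 ± 0.33), Stfa1 (2.18 ± 0.18), Cstdc5 (1.89 ± 0.16) and the lectin gene Clec4b2 (1.85 ± 0.18) were above 0. For Bcl6 (0.18 ± 0.20), Pla2g7 (0.28 ± 0.20), Cybb (0.39 ± 0.25), E2f2 (-0.04 ± 0.19) and Myb (0.12 ± 0.12) no difference between backgrounds was shown. For Nos2, Serpinb2, Havcr2, Ifi211, Rgs7bp and Akr1c18 at least 1 of the 4 group means was no higher than the background controls (4.98 to 5.27), so the size of their interactions is not known. Nos2 was there in both groups without CSF3R_T618I, and Havcr2 and Akr1c18 in both without CEBPA_V314VW. A change between groups at that level cannot be seen, so for these genes the interaction itself may come from the floor. Rgs7bp was there with CSF3R_T618I alone, where a further fall cannot be seen.

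As groups, the primary granule genes pointed up in the interaction (median 0.15, 0 of 8 members passing, 1 adjusted over the list alone, adjusted p = 0.0102, and adjusted p = 0.111 with an estimated correlation), a call lost without CSF3R_T618I replicate C (0.0561, over a range of 0.00573 to 0.111) and without the 2 arrays that stood apart. The myeloid transcription factors pointed up (median 0.14, 0 of 13 passing, 3 adjusted over the list alone, adjusted p = 0.0102, and adjusted p = 0.095 with an estimated correlation), a call also lost without those 2 arrays. The JAK/STAT genes pointed down (median -0.16, Socs2 the 1 of 15 that passed, 1 adjusted over the list alone, adjusted p = 0.00469, and adjusted p = 0.0606 with an estimated correlation). The mature neutrophil list had 3 members above 0 (5 and 3 below adjusted over the list alone), a median of -0.04, a mean of 0.29 and did not pass (adjusted p = 0.231). The count of 57 was 37 without replicate A of the combined group and 23 with unmoderated variances, and the 3 called lists became 5 without CEBPA_V314VW replicate A or without replicate C of the combined group.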

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

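The 2 tests of the Cebpa probe set and the 2 tests of a signal ceiling were chosen only after the result was seen. No test for single samples far from the rest was run within the groups of 3.

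The effect of CSF3R_T618I differed between the 2 backgrounds, by the interaction test of limma with Benjamini-Hochberg adjustment, in 57 probe sets. Below 0 lay Mmp8 (-4.50), Mcpt1 (-3.10), Fn1 (-2.69), Serpinb2 (-2.65), Nos2 (-2.53), Havcr2 (-2.10), Rgs7bp (-1.94), Socs2 (-1.90), Il31ra (-1.78) and Ifi211 (-1.73), and above 0 lay Akr1c18 (3.21), Stfa2l1 (2.94), Stfa2 (2.67), Teddm3 (2.40), Stfa1 (2.18), F7 (1.96), S100a8 (1.91), Chil3 (1.91), Cstdc5 (1.89), Clec4b2 (1.85) and Ly6c2 (1.67). For Mcpt1, Serpinb2, Nos2, Havcr2, Rgs7bp, Il31ra, Ifi211, Akr1c18 and Teddm3 at least 1 of the 4 group means was no higher than the background controls (4.98 to 5.27), so the size of these values is not known. Mcpt1, Nos2, Havcr2, Il31ra, Akr1c18 and Teddm3 were there in more than 1 group. A change between such groups cannot be seen, so for these genes the interaction itself may come from the floor. Every named value keeps its sign in every alternative, but some calls are less firm. Mcpt1 was lost without empty vector replicate A (adjusted p = 0.0521) or replicate A of the combined group (0.0561), over a range of 0.000475 to 0.165. Chil3 and Il31ra were lost without any 1 array other than CSF3R_T618I replicate A, CEBPA_V314VW replicate B and replicate C of the combined group (adjusted p = 0.0521 to 0.0882 and 0.0627 to 0.104, over ranges of 0.00075 to 0.192 and 0.00158 to 0.193). Ly6c2 was lost without empty vector replicate A or B, CSF3R_T618I replicate B or C, CEBPA_V314VW replicate A, or replicate A or B of the combined group (0.0642 to 0.0772, over a range of 0.000368 to 0.16). Stfa2, Teddm3, F7 and S100a8 lost theirs with unmoderated variances alone (adjusted p = 0.106, 0.0577, 0.0907 and 0.0693, each the highest of its range). The lists that differed by camera were primary granule genes (median 0.15), JAK/STAT genes (-0.16) and myeloid transcription factors (0.14), and 0 of the 3 passed with an estimated correlation.

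A ceiling of the arrays' range, at which a further rise cannot be seen, would give interactions below 0 in genes that are bright with both mutations. For 94.12% of the 34 probe sets called below 0 the level with both mutations was lower than with CSF3R_T618I alone, or the highest group mean lay under 10.81, the 95th percentile of gene probe sets. That argues against a ceiling at the top of the arrays' range for 32 of them. The other 2 stay open, and Mmp8, the largest value below 0, is 1 of them (12.72 with both mutations). The percentile condition alone held for 32. The level was lower with both for 20, of which 6 were called lower. A ceiling at a lower level in single probe sets was not tested. Above 0, a ceiling needs the CSF3R_T618I and combined means near the top of the range, which held for 21.74% of 23 probe sets, so 5 stay open there. A floor at background level was not tested, and the percentile condition says nothing about it. What remains may be such a floor or a dependence of one mutation's effect on the other. The second is an untested biological explanation that the design names.

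Regrouping the 12 arrays at random set the same counts against chance. Of 100 regroupings, the real one included, 5 gave at least 57 interaction calls and 50 gave at least 3 lists, so chance is not excluded by these counts. The highest other count, 1145, came from a regrouping that turned the CSF3R_T618I effect itself into the interaction. That points to a structure of the samples. Of the 4 other regroupings as large, 2 set all arrays with CSF3R_T618I against the rest. The other 2 were balanced for CSF3R_T618I and reached up to 89. Whether they set arrays with CEBPA_V314VW against the rest was not measured. The 38 probe sets raised by CSF3R_T618I and lower with both were matched by 3 of 100 regroupings, the real one included (highest other 205), a share under 0.05. That share does not exclude chance, because 90 of the 99 other regroupings called no rise and 92 no fall, so most could not reach 38. Whether the fall alone exceeds chance was not tested by it. For each pairwise comparison 1 of 10 splits, the real one, gave as many called probe sets and 1 of 10 as many lists; the highest other split gave 0 probe sets in each and 7, 5, 5, 4, 7 and 8 lists for CSF3R_T618I and CEBPA_V314VW against empty vector, both against empty vector, against CSF3R_T618I and against CEBPA_V314VW, and CSF3R_T618I against CEBPA_V314VW. These 10 splits are too few for a share under 0.05.

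The mouse Cebpa probe set was higher with human CEBPA_V314VW in every array. The lowest of the 6 arrays with it lay 0.82 above the highest of the 6 without it on the log2 scale, as a rise of the cells' own gene needs, and the level went from 11.03 to 12.01 without CSF3R_T618I and from 10.71 to 12.21 with it. Probes that read the transduced human transcript need rises of about the same size; the difference of 0.52 did not pass (adjusted p = 0.495), which does not show that the rises are equal and decides nothing. Cebpb and Cebpg, other members of the family, changed by 0.04 and 0.01 against empty vector, while Cebpd fell by 0.82 (adjusted p = 0.00158) and Cebpe was 2-fold lower (0.000261). The 2 explanations are cross-hybridisation of the transduced human CEBPA transcript and higher expression of the cells' own Cebpa gene. These arrays cannot tell them apart without the probe sequences. The study lists separate real-time PCR assays for mouse Cebpa and human CEBPA, whose values were not used here.

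Control probe sets outside the gene tests were put through the same fit. With CEBPA_V314VW against empty vector, 3 of 5222 intron controls and 6 of 1324 exon controls were called, all higher, beside 135 of 22206 gene probe sets. The median change of the intron controls against empty vector was 0.144 with CEBPA_V314VW, 0.14 with both mutations and 0.0758 with CSF3R_T618I, and that of the exon controls 0.00135, -0.0517 and -0.067. Intron signal can rise with unspliced RNA or with the background of an array, and which of them moved with the groups was not tested.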

How the results depend on the processing

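The omission of 2 arrays that stood apart, the intron control covariate and median centring for the lists were chosen after seeing the data. No called result changed the direction of its test, but the cell cycle list's median in CSF3R_T618I minus empty vector, 0.04, became -0.00225 without CSF3R_T618I replicate A and -0.00876 without B, where its call was lost. Over all alternatives, single genes named in the text stayed on their side of the threshold in 13075 cases, lost a call in 374 and gained one in 178; lists stayed in 2048, lost in 59 and gained in 35.

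The interaction count, 57, was 23 with unmoderated variances, 88 with array quality weights and 34 at an adjusted p below 0.01; a stricter threshold calls fewer by construction, and for the others the cause was not tested. Without a fold minimum, which admits smaller changes by construction, the counts were 1415, 437, 1211, 355, 1476 and 2373 for CSF3R_T618I, CEBPA_V314VW and both against empty vector, both against CSF3R_T618I, both against CEBPA_V314VW and CSF3R_T618I against CEBPA_V314VW, and 126 probe sets were raised by CSF3R_T618I and lower with both. An estimated correlation left 5 lists in both minus empty vector, 3 in both minus CSF3R_T618I and 0 in the interaction, and the cause was not tested. The correlation of the CSF3R_T618I effects was 0.794 without dim probe sets and 0.858 over probe sets called in either comparison, and that of the CEBPA_V314VW effects 0.490 and 0.661; the cause was not tested.

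Leaving out each array in turn gave 368 to 398, 124 to 143, 365 to 397, 104 to 118, 412 to 453 and 588 to 629 called probe sets in the same order, 37 to 56 for the interaction (37 without replicate A of the combined group) and 31 to 49 raised and then lower. The lists ran from 8 to 10, 6 to 8, 10 to 10, 6 to 8, 9 to 11 and 8 to 11, and from 3 to 5 for the interaction, with 5 without CEBPA_V314VW replicate A or replicate C of the combined group. The correlations of effects ran from 0.686 to 0.710 and from 0.349 to 0.382, all under the values with 12 arrays; fewer arrays make noisier means by construction. Without the 2 arrays that stood apart, replicate C of CSF3R_T618I and of the combined group, the counts were 400, 137, 389, 111, 445 and 619, with 53 for the interaction and 40 raised and then lower. With the intron controls as covariate the pairwise counts ran from 121 to 611, with 59 for the interaction and 44 raised and then lower. The replicate letter as a block gave 378, 133, 380, 111, 434 and 591, with 52 and 38, and 9, 6, 10, 7, 10, 10 and 3 lists. Background control means from 4.98 to 5.27 limit what a change between dim levels, such as those of Teddm3 or Mcpt1 near the bottom of the range, can show.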

Other observations

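The test of related neighbours, and the omission of pairs with a predicted gene model, were chosen only after the result was seen. Several genes were highest in the cells with both mutations. Akr1c18 stood at 4.86 ± 0.19 with empty vector, 4.90 ± 0.29 with CSF3R_T618I, 7.05 ± 0.36 with CEBPA_V314VW and 10.29 ± 0.31 with both (log2, mean ± SD, n = 3). The chitinase-like genes Chil3 and Chil4, whose probe sets are uncertain because related copies may be read together, reached 11.33 ± 0.52 and 10.03 ± 0.84 with both, against 7.34 ± 0.20 and 6.01 ± 0.27 with empty vector. Alox15, which oxidises arachidonic acid, stood at 8.65 ± 0.40 with both and 6.31 ± 0.25 with empty vector, and Clec4b2, a lectin receptor gene, at 8.54 ± 0.15 and 6.34 ± 0.05. For Chil4 the interaction was not called (1.81 ± 0.52, adjusted p = 0.4).

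Other genes were highest with CEBPA_V314VW alone. Havcr2 stood at 8.09 ± 0.06 there and at 5.99 ± 0.33 with both, Il17rb at 9.98 ± 0.15 and 7.70 ± 0.38, and the receptor gene Il31ra at 7.41 ± 0.21 and 5.10 ± 0.51. Rgs7bp, which binds regulators of G protein signalling, stood at 7.93 ± 0.28 with CEBPA_V314VW and 5.54 ± 0.16 with both. The DNA-sensing family genes Ifi209 and Ifi211 stood at 6.92 ± 0.33 and 6.66 ± 0.15 with CEBPA_V314VW alone, and at 4.49 ± 0.15 and 4.13 ± 0.33 with empty vector, under the background controls.

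Genes next to each other on a chromosome rose together with CSF3R_T618I more often than randomly placed calls do. Among 19505 placed genes, 274 of them called higher, 32 neighbouring pairs were both called higher, where 10000 random placements gave a mean of 3.84 and at most 13 (permutation p = 1e-04, the smallest they can give). With pairs of the same gene family left out, 11 pairs remained (random mean 3.22, highest 11, permutation p = 5e-04), so reading of related copies does not account for all of the excess. They include Il4ra with Il21r, Nos1ap with Olfml2b, and Zfp36l1 with Actn1, partners chosen after their values were seen; 9 pairs were left without predicted gene models (permutation p = 0.002). The other 21 pairs are of one family, such as Serpinb2 with Serpinb10 and Stfa2l1 with Cstdc4, and for these shared probes and shared regulation cannot be told apart without the probe sequences (median difference between partners 0.53 on the log2 scale, highest 3.51). Of the 11 pairs, 2 hold predicted models that may be related to their neighbours. A regional response may underlie part of the other 9, a hypothesis found and tested on the same data.

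The study describes Nos2, Bcl6 and Pla2g7 as raised by CSF3R_T618I and repressed when CEBPA_V314VW is added. On these arrays all 3 rose with CSF3R_T618I, and of the 3 only Nos2 was called lower with both mutations than with CSF3R_T618I alone; Bcl6 changed by -0.27 ± 0.14 and Pla2g7 by 0.34 ± 0.14, and neither passed. Myb is described by the study as raised by CEBPA_V314VW in marrow cells, by sequencing. In HoxB8-ER cells the change of Myb with CEBPA_V314VW was 0.16 ± 0.09 in the absence of CSF3R_T618I (adjusted p = 0.65) and 0.28 ± 0.09 in its presence (adjusted p = 0.2), both positive, and neither passed. Myb lay near the top of the arrays' range, where a rise may not be seen in full. With both mutations, however, its level stayed under that with empty vector. That argues against a ceiling for the change in the presence of CSF3R_T618I.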
